# Characterization of Endothelial and Smooth Muscle Cells From Different Canine Vessels

**DOI:** 10.3389/fphys.2019.00101

**Published:** 2019-02-12

**Authors:** Loes A. Oosterhoff, Hedwig S. Kruitwagen, Monique E. van Wolferen, Bas W.M. van Balkom, Michal Mokry, Nico Lansu, Noortje A.M. van den Dungen, Louis C. Penning, Talitha C.F. Spanjersberg, Johannes W. de Graaf, Tomas Veenendaal, Flin Zomerdijk, Joost O. Fledderus, Bart Spee, Frank G. van Steenbeek

**Keywords:** angiogenesis, cell model system, endothelial cells, vascular cell interaction, vascular smooth muscle cells

## Abstract

Vasculature performs a critical function in tissue homeostasis, supply of oxygen and nutrients, and the removal of metabolic waste products. Vascular problems are implicated in a large variety of pathologies and accurate *in vitro* models resembling native vasculature are of great importance. Unfortunately, existing *in vitro* models do not sufficiently reflect their *in vivo* counterpart. The complexity of vasculature requires the examination of multiple cell types including endothelial cells (ECs) and vascular smooth muscle cells (VSMCs), as well as vessel location in the body from which they originate. The use of canine blood vessels provides a way to study vasculature with similar vessel size and physiology compared to human vasculature. We report an isolation procedure that provides the possibility to isolate both the endothelial and smooth muscle cells from the same vessels simultaneously, enabling new opportunities in investigating vasculature behavior. Canine primary ECs and VSMCs were isolated from the vena cava, vena porta and aorta. All tissue sources were derived from three donors for accurate comparison and to reduce inter-animal variation. The isolation and purification of the two distinct cell types was confirmed by morphology, gene- and protein-expression and function. As both cell types can be derived from the same vessel, this approach allows accurate modeling of vascular diseases and can also be used more widely, for example, in vascular bioreactors and tissue engineering designs. Additionally, we identified several new genes that were highly expressed in canine ECs, which may become candidate genes for novel EC markers. In addition, we observed transcriptional and functional differences between arterial- and venous-derived endothelium. Further exploration of the transcriptome and physiology of arteriovenous differentiation of primary cells may have important implications for a better understanding of the fundamental behavior of the vasculature and pathogenesis of vascular disease.

## Introduction

Two essential cell types in blood vessels are endothelial cells (ECs), which line the inside of all blood vessels, and vascular smooth muscle cells (VSMCs), which regulate vessel stability. Although the main function of ECs is to provide a barrier between the blood and the rest of the body, they also maintain vascular homeostasis by orchestrating the selective exchange of nutrients, oxygen and immune cells between tissues or organs, and act as key players in angiogenesis and vasculogenesis, aiding the formation of new microvasculature to create an organized network (Jain, 2003). Human umbilical vein ECs (HUVECs) and endothelial progenitor cells (EPCs) are widely used to model ECs *in vitro*. Isolation of these two cell types does not require surgery or even death of the donor, as HUVECs are derived from the umbilical cord and EPCs are derived from blood samples (Melero-Martin et al., 2007, 2008; Emontzpohl et al., 2017). Vascular behavior of HUVECs is the “gold standard” in vascular research (Sacks et al., 1978); they have been well studied and have provided vital information about the role of ECs in maintaining homeostasis and to assess risk factors of vascular disease (Gonzalez-Miguel et al., 2015; Duan et al., 2016; Yang et al., 2016). Unfortunately, using HUVECs and EPCs to model adult blood vessels *in vitro* remain challenging due to molecular and functional differences between ECs (Hauser et al., 2017).

The extracellular matrix (ECM) is essential for both vasculogenesis (*de novo* formation of blood vessels) and angiogenesis (the formation of blood vessels from pre-existing vessels). The ECM is diverse and dynamic, and placement and conformation of its components dictate its overall physiological properties and influence the behavior of neighboring cells (Jain, 2003; Zhu et al., 2013). Blood vessel formation also requires the support of mural cells, such as VSMCs, pericytes, and a mixture of macrophages, fibroblasts, and dendritic cells, which contribute to ECM production and structure of the new vasculature (Michiels, 2003; Halper, 2018). Additionally, surrounding VSMCs release growth factors such as vascular endothelial growth factor (VEGF), which triggers ECs in response to initiate angiogenesis (Korff et al., 2001). Culture systems often consist of mono-layered ECs without the support of the naturally surrounding cells and ECM (Edmondson et al., 2014). To increase culture complexity, HUVECs are often used in co-culture models with mesenchymal cells or fibroblasts, which are known for their production of ECM components (Newman et al., 2011; Pill et al., 2015). However, these cells do not naturally interact with ECs in the umbilical cord and therefore do not accurately represent blood vessel physiology (Zhang et al., 2012; Cheung et al., 2015; Strassburg et al., 2016).

Efforts have been made to isolate primary ECs and VSMCs from different vessels and use them for *in vitro* vascular models (Ganesan et al., 2017); however, a drawback of the procedure is that the cells are derived from two different tissue sources. It has been suggested that EC characteristics, regardless of whether they originate from arteries or veins, differ only in morphology due to hemodynamic pressure (Ives et al., 1986); therefore, single EC lines were commonly used for various vascular research questions. More recently, however, it has been reported that the morphology and functionality of ECs do indeed depend on their originating vessel and differ with respect to genetic background and micro-environmental factors (Aranguren et al., 2013; Hauser et al., 2017; Kutikhin et al., 2018). Obtaining human donor material from adult vessels is a challenge, which emphasizes the urge of an animal model capable of bridging this gap.

The canine is a large animal model that resembles human vasculature closely with respect to vessel size. To study the *in vivo* interactions between vascular cells, we isolated and characterized primary ECs and VSMCs from the same vessels in a canine model. We investigated whether this new procedure produced viable cells for a blood vessel model will aid in the translation toward the human physiology of adult vasculature. Both primary ECs and VSMCs from the same vessel were molecularly and functionally characterized and present a novel model for *in vitro* vasculogenesis research. Moreover, these two cell types could provide a strong base for transplantation purposes. The emergence of precise three-dimensional (3D) models and tissue engineering (TE) highlight the importance of discriminating between specific cell types and donor variations (Kim et al., 2017). The procedure we describe allows (i) the isolation of ECs and VSMCs from different vessel locations, (ii) the direct isolation of ECs and VSMCs from the same vessel, and (iii) the establishment of transplantation of vascularized 3D engineered tissue in a large animal model.

## Materials and Methods

### Ethics Statement

For this study, blood vessels from healthy male dogs (*n* = 3; age 12–14 months, with an average of 26 kg) were used. The vessels were collected as surplus material from fresh canine cadavers used in unrelated research on pacemakers (Sprenkeler et al., 2018) (Utrecht University 3R policy). Individuals showed no sign of heart failure at time of euthanasia.

### Culture

#### Isolation of Primary ECs and VSMCs

Endothelial cells and VSMCs in this study originated from the abdominal section of the vena cava, the vena porta, and the aorta of three fresh canine cadavers. Adhering (fatty and connective) tissue was carefully removed with surgical scissors and any branches of the vessel were closed with ligatures. Inversion of the blood vessel was accomplished by clamping a curved Halsted mosquito forceps on one vessel end from the inside, followed by slow retraction causing the vessel to invert. Both vessel ends were closed with purse-string sutures (4-0 Vicryl, Ethicon, Cincinnati, OH, United States), and the vessel was then rinsed in Hank’s Balanced Salt Solution (Life Technologies, Carlsbad, MA, United States). The EC layer was digested for 30 min in collagenase type II (0.15 U/mL, Life Technologies) and dispase (0.15 U/mL, Life Technologies) in Dulbecco’s Modified Eagle’s Medium (DMEM) GlutaMAX (Life Technologies) at 37°C. Canine primary ECs (CaPECs) were obtained by centrifugation at 250 × *g* for 5 min. After CaPEC isolation, the vessel was minced into small pieces and a 4-h digestion with collagenase type II (0.09 U/mL) in DMEM GlutaMAX was performed at 37°C, allowing collection of the VSMC fraction. Large pieces of the tissue were removed by a 70 μM strainer prior to centrifugation at 250 × *g* for 5 min at room temperature (RT).

#### Culture Conditions

Canine primary ECs were cultured on 0.1% gelatin (Sigma–Aldrich, Saint Louis, MO, United States) pre-coated culture plates, coated for 30 min at 37°C, in Canine Endothelial Cells Growth Medium (CECGM, Cell Applications, San Diego, CA, United States). VSMCs were cultured in DMEM GlutaMAX, 10% Fetal Calf Serum (FCS, Life Technologies) and 100 μg/mL Primocin (Invivogen, Toulouse, France). Cultures were incubated in a humidified incubator at 37°C with 5% CO_2_ in air.

### Characterization

#### Immunocytochemistry

To characterize and assess the purity of the obtained cell populations, immunocytochemistry was performed. Cells were cultured for 24–48 h on chamber slides (Millipore, Burlington, MA, United States) at a concentration of 20,000 cells/cm^2^ under the described culture conditions until a 90% confluence was obtained. Cells were fixed for 4 min in ice-cold acetone/methanol (1:1 v/v) and air dried for 10 min at RT. Slides were washed with phosphate buffered saline (PBS) with 0.1% Tween 20 (Sigma) and blocked with 10% goat serum in PBS prior to incubation with rabbit primary antibody against CD31 (Abcam, Cambridge, United Kingdom), Calponin (Abcam), vWF (Dako, Santa Clara, CA, United States), and α-SMA (Alexa Fluor 488 labeled, Abcam) overnight at 4°C. Anti-rabbit IgG (DAKO, Agilent, Santa Clara, CA, United States) was used as isotype control. Incubation of secondary Alexa Fluor 488 labeled goat-anti-rabbit (Dako) was performed for 1 h at RT for the CD31, Calponin, α-SMA, and isotype conditions. Counterstaining was performed with 1 μg/mL DAPI (Sigma) for 10 min at RT.

#### Whole Transcriptome Sequencing

Total RNA was isolated from CaPECs and VSMCs isolated from the vena cava, the vena porta, and the aorta (all in passage 3) from healthy dogs (*n* = 3), using a RNeasy Mini Kit (Qiagen, Venlo, Netherlands) and residual DNA was removed with an on-column DNase digestion. The polyadenylated mRNA fraction was isolated using Poly(A) Beads (NEXTflex, Bioo Scientific, Austin, TX, United States). Sequencing libraries were prepared using the Rapid Directional RNA-Seq Kit (NEXTflex) and sequenced on Illumina NextSeq500 to produce single-end 75 base long reads. RNA-seq reads were aligned to the reference genome canFam3 using STAR version 2.4.2a (Dobin et al., 2013). Read groups were added to the BAM files with Picard’s AddOrReplaceReadGroups (v1.98). The BAM files are sorted with Sambamba v0.4.5 and transcript abundances were quantified with HTSeq-count version 0.6.1p1 (Anders et al., 2015), using the union mode. Subsequently, reads per kilobase of transcript per million reads sequenced (RPKMs) were calculated with edgeR’s rpkm() function (Robinson et al., 2010). The raw and analyzed files have been uploaded to Gene Expression Omnibus under the accession GSE118029.

ToppFun was used for functional enrichment analysis based on functional annotations and protein interactions networks (Chen et al., 2009).

#### 3D Spheroid Assay

A 3D spheroid model was applied to study the sprouting capability of all isolated cells. For this model, 0.5 g of dextran micro carrier beads (Cytodex 3, GE Healthcare, Eindhoven, Netherlands) were prepared in a final volume of 25 mL PBS to reach approximately 60,000 beads/mL. A cell suspension of 200,000 cells/350 μl growth media with 1% v/v Glutamax (Life Technologies) was added to 100 μl of autoclaved micro carriers. The cell and bead suspension was incubated for 4 h at 37°C with intermittent gentle agitation. After incubation, the cell-bead mixture was incubated on a 0.1% gelatin pre-coated surface overnight at 37°C in a humidified incubator, encouraging unattached cells to adhere to the coating and therefore be removed from the suspension.

Per test condition, Matrigel (Corning, Tewksbury, MA, United States) was mixed with culture medium in a 2:1 ratio. Matrigel mixture (100 μl) was spread evenly over the surface of a Cellstar flat bottom 48-well plate (Greiner, Frickenhausen, Germany). Gel was solidified for 30 min at 37°C. The cell-bead suspension was pelleted and medium replaced with a mixture of 100 μl growth medium and 200 μl Matrigel, and 60 μl was seeded on top of the solidified Matrigel. After solidifying for 30 min at 37°C, 500 μl per well of growth media was added and culture was continued in a humidified atmosphere at 37°C with 5% CO_2_ in air. Pictures were taken after 7 days (Olympus CKX41).

#### Tube Formation Assay

Tube formation was assessed using micro-slides (Ibidi, Martinsried, Germany). Per well 10 μl Matrigel was added and solidified for 30 min at 37°C, prior to seeding 1.0^∗^10^4^ cells per well in 50 μl CECGM. Cells were imaged 6 h after seeding (Olympus CKX41).

#### Contraction Assay

A hydrogel disc model was used to investigate differences in contractile capacity between CaPECs and VSMCs (Manetti et al., 2017). Collagen type I (Sigma) was diluted to 3 mg/mL with Milli-Q H2O (Millipore) and brought to a pH of 7.4 with NaOH (Merck, Amsterdam, Netherlands). Of both the VSMCs and CaPECs, a cell suspension of 300,000 cells/mL in VSMC culture medium was diluted 1:2 with the collagen, and distributed as 500 μl per well [flat bottom 24-well culture plate with cell repellent surface (Greiner)]. Gelation was initiated by incubation for 1 h at 37°C, after which culture medium was added. After 48 h, the discs were imaged using a Gel Doc 2000 (Bio-Rad, Veenendaal, Netherlands). The RGB data of the images were converted to a 2-bit black/white image using ImageJ software, allowing measurements of the relative square area of the discs.

#### Statistics

Immunocytochemistry, 3D spheroid assay, tube formation assay, and contraction assay were all performed using triplicates. Differentially expressed genes in the whole transcriptome data were identified using the DESeq2 package (Love et al., 2014) with standard settings. A heatmap was generated using the R-package gplots. Genes with log2 fold change larger than 0.4 and a *p*-value < 0.05 were considered differentially expressed. Relative square areas of the discs were tested for normal distribution using the Shapiro–Wilk normality test (*p* = 0.0076). Significant differences in the contraction assay were determined by performing a Wilcoxon signed rank test.

## Results

### Culture Characteristics

We first assessed whether various vessel types are suitable for isolation and culture. All used vessel types, the aorta, vena cava, and vena porta, were found suitable for the inversion and suturing steps necessary for EC isolation. We primarily used vessels with an approximate length of 5 cm, but the technique was also applicable for vessels as short as 1 cm (Oosterhoff et al., 2016). Canine VSMCs and CaPECs were derived from all used vessels. Cultures of VSMCs presented a “hill and valley” morphology when confluent within 3–7 days (Figure 1A–C). CaPECs became confluent within 1–2 weeks (Figure 1D–F), regularly displaying a cobblestone-like morphology. After the first confluency, the cells could be passaged weekly, 1:4 up to passage 8.

**FIGURE 1:**
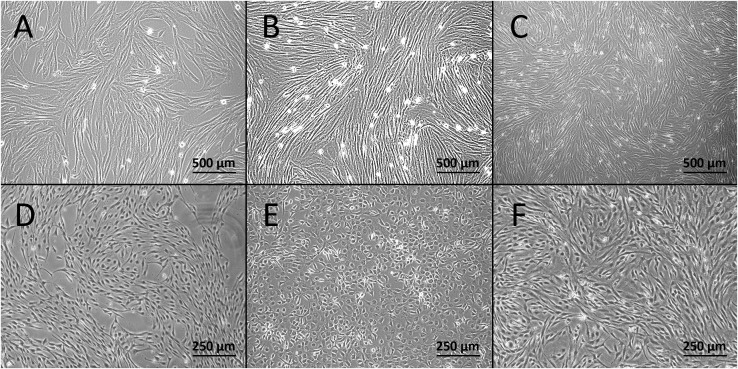
Light microscopy images of the derived cells at passage 1. Confluent cultures of VSMCs derived from **(A)** vena cava, **(B)** vena porta, and **(C)** aorta. Cultures of canine primary endothelial cells (CaPECs) originating from equivalent vessels: **(D)** vena cava, **(E)** vena porta, and **(F)** aorta.

### Characterization

#### Whole Transcriptome Sequencing

A principal component analysis of the mRNA levels in ECs and VSMCs distinguished the two cell types (Figure 2A), and a heatmap analysis of gene expression (Figure 2B). 

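Polyadenylated RNA was sequenced from CaPECs and VSMCs of the aorta, vena cava, and vena porta at passage 3, with 3 samples for each cell type and vessel and 18 samples in all. The samples of each group are numbered from 1 to 3, and the number was taken as the dog. The authors aligned the single-end reads of 75 bases to the canine genome canFam3 with STAR and counted the reads on each gene with HTSeq-count in union mode. They deposited the raw read counts per gene, without normalization. The table lists 24580 genes by Ensembl identifier, of which 7671 have no count in any sample. In CaPECs, the total count per sample ranged from 6020932 to 10090704 for the aorta (median 8464427), from 7602808 to 9858752 for the vena cava (median 9535317), and from 6169404 to 13422177 for the vena porta (median 8004604). In VSMCs, it ranged from 10027682 to 12159123 for the aorta (median 10401754), from 8050903 to 15746769 for the vena cava (median 9672400), and from 7341227 to 12385269 for the vena porta (median 9817382). Between 10809 and 11631 genes had at least 10 counts in a sample. Replicates differed by more than the sampling noise, with a median squared difference between them of 6.90 to 25.5 times what counting alone gives. Counts were normalized with edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The numbers of differentially expressed genes depend on the filter, the test, and on whether the dog enters the model as a replicate block.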

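The principal component analysis was run on the log2 of counts scaled to library size (CPM, prior count 2) of the 500 most variable genes. The first principal component held 61.9% of the variance and the second 10.3%. On the first component, the 9 CaPEC samples lay between -54.2 and -19.1 and the 9 VSMC samples between 35.6 and 45.5, without overlap. The cell type accounted for 59.7% of the variance in these genes. Complete-linkage clustering on Euclidean distance, cut into 2 clusters, placed the 9 CaPEC samples in one and the 9 VSMC samples in the other. Over all 11223 genes that passed the filter, the share of the first component was 47.0%, the largest change among the alternatives. From this separation, the paper states that the analysis distinguished the cell types.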

Transcriptome comparison demonstrated significantly differentially expressed genes, where every red dot resembles a significantly differentially expressed gene (Figure 2C). 

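All 9 CaPEC samples were compared with all 9 VSMC samples over the 11223 genes that passed the filter. At an adjusted p-value below 0.1, 5646 genes differed, 3087 of them higher in CaPECs and 2559 higher in VSMCs. The log2 fold change exceeded 1 in either direction for 1748 of these genes and exceeded 2 for 676. In 400 of the genes tested, every CaPEC sample lay above every VSMC sample, and in 593 every VSMC sample lay above every CaPEC sample. Together these were 8.85% of the genes tested, where a random split of the samples would give 0.0041%. With the replicate number as a block, 5548 genes differed. Same-numbered CaPEC and VSMC samples did not deviate together from their group means (mean correlation across genes -0.011 over 27 pairs, where genes are not independent).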

To assess the transcriptomic characteristics based on Gene Ontology, we selected the 100 most-expressed genes per cell type based on reads per kilobase million (RPKM). 

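The deposited table gives no gene lengths, so the most-expressed genes were taken by mean normalized CPM over the 9 samples of a cell type and not by RPKM. The 100 genes held 35.0% of all counts in CaPECs and 43.5% in VSMCs. The lists had 66 genes in common, which left 34 genes in each that were not in the other. Of the 34 genes in the CaPEC list alone, 21 were higher in CaPECs in edgeR's quasi-likelihood test at an adjusted p-value below 0.1, and of the 34 genes in the VSMC list alone, all 34 were higher in VSMCs. Among the 66 common genes, 34 were higher in VSMCs and 6 were higher in CaPECs. With each dog left out in turn, the lists had 64 to 67 genes in common.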

We detected enrichment of multiple vasculature-related biological processes in CaPECs and in contrast, detected processes related to muscle developmental in VSMCs, confirming the functional difference of the isolated cell types. The 10 most-activated processes per cell type are shown in Figure 2D.

**FIGURE 2:**
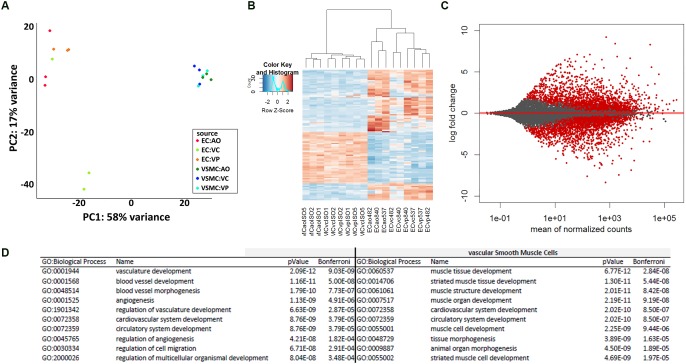
Differences in transcriptome profile between endothelial cells and vascular smooth muscle cells of different origins. Principal component analysis **(A)** and heatmap analysis **(B)** revealed a separate clustering of CaPECs compared to VSMCs. An MA-plot **(C)** depicts the high number of significantly differentially expressed genes when comparing the transcriptome of cells originating from the canine endothelial layer with cells originating from the smooth muscle cell layer. In total, 1936 genes (indicated as red dots) were differentially expressed with an adjusted *p*-value < 0.1. **(D)** Enrichment analysis based on Gene Ontology biological processes shows the top 10 activated processes in both cell types.

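The number of differentially expressed genes between CaPECs and VSMCs was recomputed with fewer and with merged samples. With each dog left out in turn, 4192 to 4729 genes had an adjusted p-value below 0.1. When the counts of the 3 vessels were summed per dog, which leaves 3 CaPEC and 3 VSMC samples, 5502 genes did, of which 4759 were also called with the samples kept apart. DESeq2's Wald test, the tool named in the paper's methods, called 6355 genes, 3355 higher in CaPECs and 3000 higher in VSMCs, and shared 5442 of them with edgeR's test. The smallest number, 4018, came from an adjusted p-value below 0.05 together with an absolute log2 fold change above 0.4.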

Furthermore, whole transcriptome data showed distinct differences between arterial and venous ECs (Figure 3A). 

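Within the 9 CaPEC samples, the first principal component held 42.8% of the variance and the second 30.2%. The aorta samples lay between -52.3 and -24.8 on the second component, apart from the vena cava samples at -0.04 to 23.4 and the vena porta samples at 15.96 to 37.1. On the first component, vena cava samples 1 and 3 lay at 62.2 and 54.9, while vena cava sample 2 lay at -16.9, next to the vena porta samples at -34.0 to -17.6. The vessel of origin accounted for 52.5% of the variance in the 500 most variable genes, against a mean of 25% over all 280 ways to part the 9 samples into 3 groups of 3, and 2 of the 280 groupings, the real one included, gave as large a share (exact permutation test, one-sided p = 0.0071). Among the 36 groupings that exchange vessels only within dogs, a test chosen after the data were seen, 2 gave as large a share (exact permutation test, one-sided p = 0.056). In both tests, the other grouping exchanged the vena cava and vena porta samples of dog 2, with a share of 53.1%. The dog accounted for 13.2% (p = 0.975 in the exact test over the 280 groupings). The paper states from its principal component analysis that arterial and venous ECs were distinct.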

We identified 508 genes that were differentially expressed (*p*-value < 0.05) when comparing CaPECs originating from the aorta to CaPECs originating from both the vena cava and vena porta combined. These genes exhibited log2fold changes ranging from −0.4 to −7.1 or between 0.4 and 9.5. These differences in vascular origin were less prominently demonstrated in VSMCs (Figure 3B); we identified 137 genes that were differentially expressed (*p*-value < 0.05) with maximum log2fold changes of less than −1.7 and more than 2.9, respectively.

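The 3 aortic CaPEC samples were compared with the 6 venous ones over the 11696 genes that passed the filter. With an adjusted p-value below 0.05 and an absolute log2 fold change above 0.4, 105 genes were called, 93 higher and 12 lower in the aorta. An unadjusted p-value below 0.05 was reached by 1577 genes. With the replicate number as a block, 47 genes were called, 44 higher and 3 lower in the aorta, and 44 of the 47 were among the 105. Same-numbered CaPEC samples of different vessels did not deviate together from their group means, with a mean correlation across genes of -0.022 over 9 pairs. DESeq2's Wald test at the same thresholds called 508 genes, 309 higher and 199 lower in the aorta, and these included 104 of the 105 genes.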

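The 105 genes called between aortic and venous CaPECs with edgeR had log2 fold changes from -4.93 (standard error 0.87) to 9.17 (standard error 0.73). The median absolute log2 fold change was 2.17, and it exceeded 1 for 95 genes and 2 for 56. With DESeq2's Wald test, the log2 fold changes of the called genes ranged from -7.07 (standard error 1.77) to 9.53 (standard error 0.94).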

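In VSMCs, the 3 aortic samples were compared with the 6 venous ones over 11484 genes at the thresholds used for CaPECs. The test called 12 genes, 9 higher and 3 lower in the aorta, with log2 fold changes from -4.63 to 2.64, and 1441 genes had an unadjusted p-value below 0.05. With the replicate number as a block, 144 genes were called, 98 higher and 46 lower in the aorta, with log2 fold changes from -5.63 to 4.79, and the 12 genes were among them. Same-numbered VSMC samples of different vessels deviated together from their group means, with a mean correlation across genes of 0.32 over 9 pairs, from 0.098 to 0.468. With edgeR and both veins together, the number of genes was thus higher in CaPECs without the block and higher in VSMCs with it. It was also higher in VSMCs when the aorta was compared with the vena cava alone, with 73 genes against 57 in CaPECs. Against the vena porta alone it was higher in CaPECs, with 255 genes against 2 in VSMCs. DESeq2's Wald test called 305 genes in VSMCs, 196 higher and 109 lower in the aorta. From its comparison, the paper states that vascular origin was less prominent in VSMCs.

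**Figure D1:**
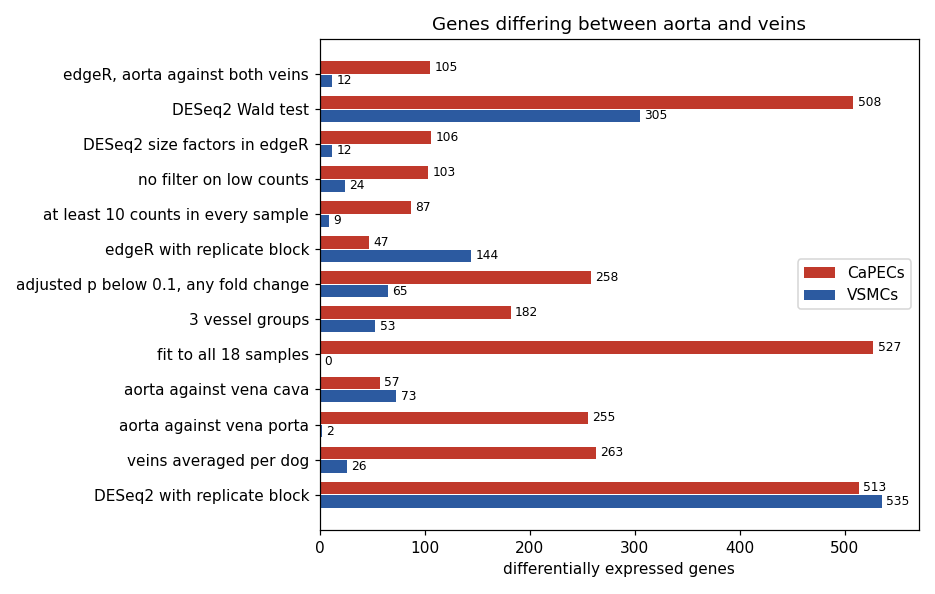
Number of genes called between aorta and veins (x axis) in CaPECs and in VSMCs under the ways of testing listed (y axis), without unadjusted p-values and fits that left out a dog; the bars start at 0 and carry their counts. The bar for VSMCs is the longer one for edgeR with the replicate block (144 against 47), for DESeq2 with the block, chosen after the data were seen (535 against 513), and for aorta against vena cava (73 against 57).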

**FIGURE 3:**
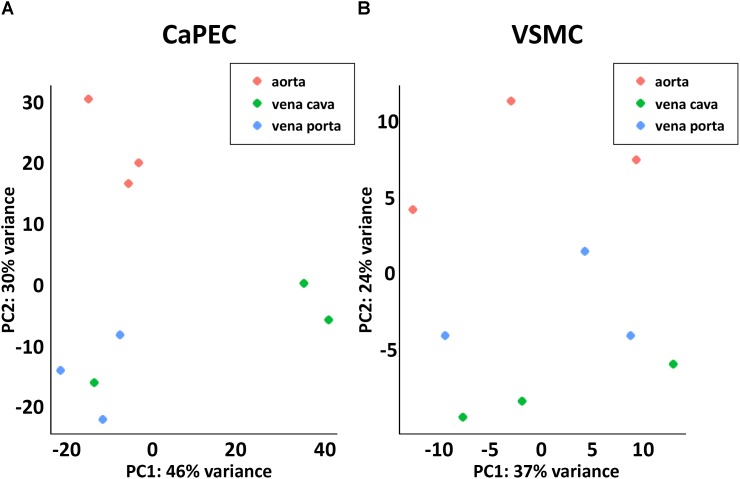
Transcriptome differences between cells derived from different blood vessels. **(A)** Principal component analysis revealed distinct clustering of CaPECs based on original vasculature. The samples were plotted in two dimensions using their projections onto the first two principal components. **(B)** Principal component analysis showed less prominent clustering depending on the vascular origin of VSMCs.

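Within the 9 VSMC samples, the first principal component held 37.4% of the variance and the second 19.5%. On the second component, the aorta samples lay between -21.8 and -12.6 and the venous samples between 1.47 and 17.2. On the first component, the samples numbered 3 lay at 14.7 for the aorta, 33.5 for the vena cava, and 20.0 for the vena porta, and the samples numbered 2 at -29.2, -15.6, and -16.4. The vessel of origin accounted for 31.9% of the variance in the 500 most variable genes, and 49 of the 280 possible groupings gave as large a share (exact permutation test, one-sided p = 0.175). Those groupings include ones that resemble the dogs. Among the 36 that exchange vessels only within dogs, a test chosen after the data were seen, the grouping by vessel gave the largest share (exact permutation test, one-sided p = 0.028, the smallest the 36 allow). The dog accounted for 47.1%, the largest share of the 280 groupings (exact permutation test, one-sided p = 0.0036, the smallest the 280 groupings allow). With dog and vessel both in edgeR's quasi-likelihood model, 406 genes in VSMCs and 19 in CaPECs differed between the 3 vessels at an adjusted p-value below 0.05. The difference between the cell types in the vessel share was not itself tested.

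**Figure D2:**
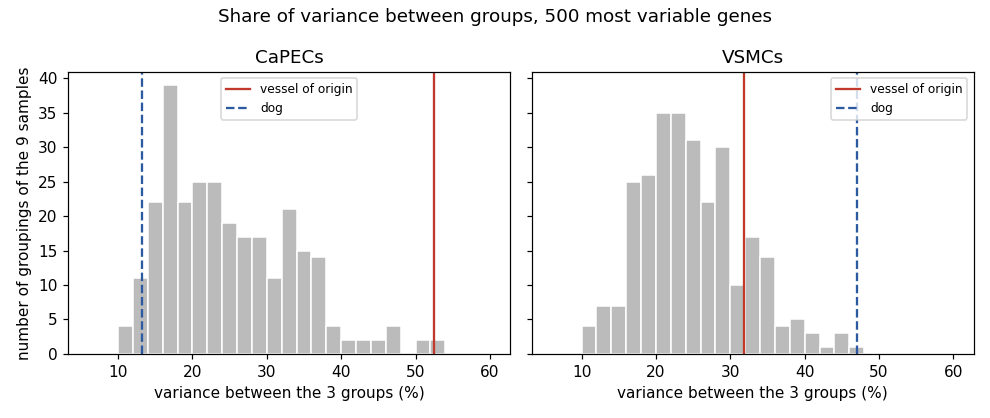
Share of the variance in the 500 most variable genes that lies between 3 groups of 3 samples (x axis, percent), with the number of the 280 possible groupings that give it (y axis), for CaPECs and VSMCs. The solid line is the grouping by vessel (52.5% in CaPECs, 31.9% in VSMCs) and the dashed line the grouping by dog (13.2% in CaPECs, 47.1% in VSMCs).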

#### Differentiation Markers

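The deposited table gives no gene symbols, so genes that differ between CaPECs and VSMCs are given here by Ensembl identifier. In each direction, the 2 genes with the smallest p-values in edgeR's quasi-likelihood test are listed, all without overlap between the cell types. ENSCAFG00000003219 had 91.5 ± 11.7 normalized CPM in CaPECs (SD, n = 9) and 25.7 ± 2.40 in VSMCs (SD, n = 9), a log2 fold change of 1.84 (standard error 0.09, adjusted p = 6.71e-11 from edgeR). ENSCAFG00000003979 had 110.4 ± 52.0 normalized CPM in CaPECs and 1.24 ± 0.545 in VSMCs, a log2 fold change of 6.47 (standard error 0.36, adjusted p = 6.45e-10 from edgeR). Its CaPEC samples were spread from 34.4 to 219.9, with the vena porta sample of dog 1 at the upper end. ENSCAFG00000018123 had 0.204 ± 0.217 normalized CPM in CaPECs, where no sample had more than 7 counts, and 156.9 ± 34.9 in VSMCs, a log2 fold change of -9.49 (standard error 0.35, adjusted p = 1.17e-12 from edgeR). ENSCAFG00000001091 had 0.759 ± 0.905 normalized CPM in CaPECs and 334.7 ± 128.3 in VSMCs, a log2 fold change of -8.92 (standard error 0.47, adjusted p = 3.13e-10 from edgeR). Its highest samples were aorta 2 among the CaPECs (2.89) and vena cava 1 among the VSMCs (635.4). The 9 samples of a cell type are the 3 vessels of each of 3 dogs, and the test treats them as independent. With the replicate number as a block in edgeR, the adjusted p-values of these 4 genes were at most 6.33e-09. With each dog left out in turn, these 4 genes kept their direction and an adjusted p-value of at most 6.64e-06.

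**Figure D3:**
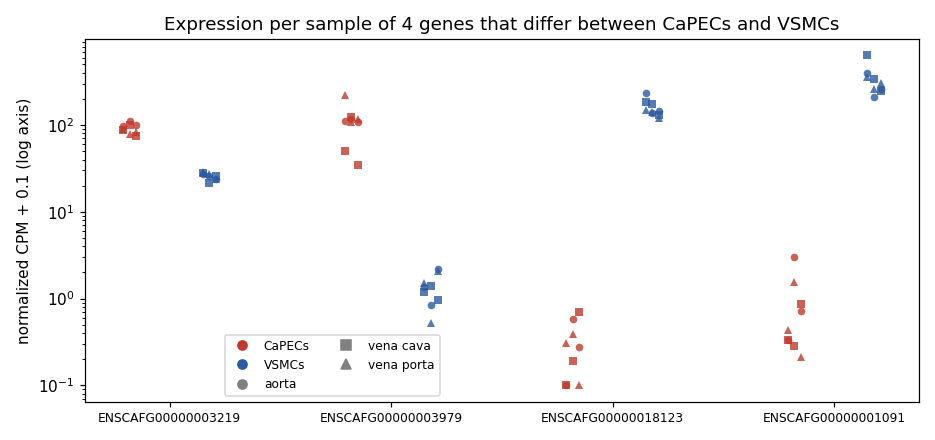
Normalized CPM with 0.1 added (y axis, log scale) of these 4 genes (x axis) in each of the 9 CaPEC and 9 VSMC samples; the marker shape gives the vessel. In none of the 4 genes do the cell types overlap.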

We further analyzed the transcriptome and identified differences in the top 10 genes when comparing CaPECs and VSMCs (Figure 4). The top 10 of genes specifically expressed in CaPECs were *FKBP5*, *SCARA5*, *PPL*, *TGFBR3*, *CXCL12*, *ERRFI1*, *SPRY1*, *PDK4*, *PAMR1*, and *IL1R1*; genes specifically expressed in VSMCs were *COL11A1*, *CNN1*, *TFPI2*, *TNC*, *NOV*, *RBP4*, *IGFBP5*, *TGFBI*, *CGNL1*, and *TUBA4A*. *P*-values ranged from 4.1^∗^10^−4^ to 4.1^∗^10^−5^.

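Over the genes tested here between CaPECs and VSMCs, the 20 smallest unadjusted p-values from edgeR's quasi-likelihood test ranged from 1.04e-16 to 1.48e-11. The 10 genes with the smallest p-values among those higher in CaPECs had p-values from 1.20e-14 to 2.78e-11 and log2 fold changes from 1.78 to 9.77. The 10 among those higher in VSMCs had p-values from 1.04e-16 to 1.19e-11 and log2 fold changes from -9.49 to -1.48. In all 20 of the genes with the smallest p-values, the CaPEC and VSMC samples did not overlap.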

**FIGURE 4:**
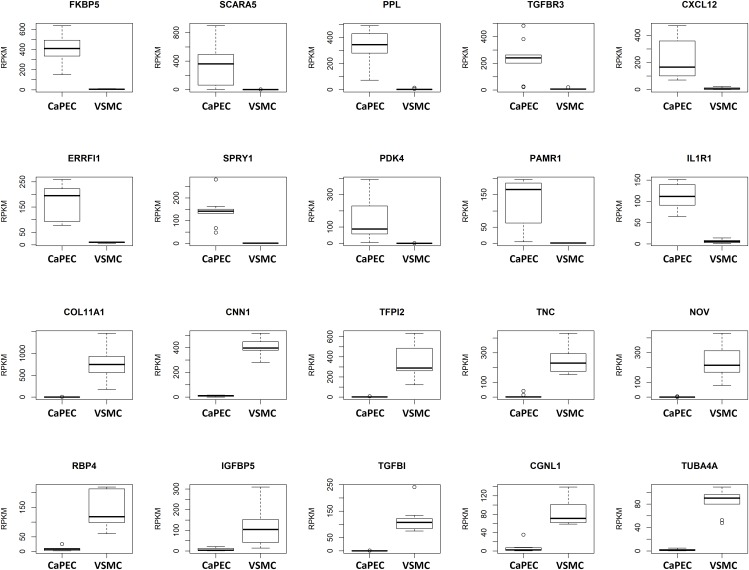
Differentiation markers for CaPECs and VSMCs. The 20 most significant differentially expressed genes between CaPECs and VSMCs based on DESeq2 analysis of the RNA sequencing data. Results are shown as reads per kilobase million (RPKM). The boxplots depict groups of numerical data through their quartiles per gene for the CaPECS (*n* = 9) and the VSMCs (*n* = 9). Genes with significantly higher expression in CaPECs in comparison with VSMCs were *FKBP5*, *SCARA5*, *PPL*, *TGFBR3*, *CXCL12*, *ERRFI1*, *SPRY1*, *PDK4*, *PAMR1*, and *IL1R1*. Genes expressed higher in VSMCs were *COLL11A1*, *CNN1*, *TFPI2*, *TNC*, *NOV*, *RBP4*, *IGFBP5*, *TFGBI*, *CGNL1*, and *TUBA4A*.

CaPECs from the three vessel origins displayed specific expression patterns. The top five genes specifically expressed per sample group are depicted in Figure 5. 

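Each vessel was compared with the mean of the other two over the 9 CaPEC samples, in a model with 3 vessel groups and 11696 genes. At an adjusted p-value below 0.05 from edgeR's quasi-likelihood test, 182 genes differed in the aorta, 153 higher and 29 lower. In the vena cava 11 genes differed, 6 higher and 5 lower, and in the vena porta 10 genes, 3 higher and 7 lower. With the replicate number as a block in edgeR, 73 genes differed in the aorta and 0 in each vein, where 1725 genes for the vena cava and 989 for the vena porta had an unadjusted p-value below 0.05. DESeq2's Wald test gave 668 genes for the aorta, 616 for the vena cava, and 324 for the vena porta. With the block, in a fit chosen after the data were seen, DESeq2 gave 670, 553, and 387. Without the samples of dog 2, 852 genes differed in the vena cava and 288 in the vena porta. Without dog 1 or without dog 3 the number was 0 for both veins, with 630 and 1242 genes at an unadjusted p-value below 0.05 for the vena cava and 521 and 579 for the vena porta. The paper states from its comparison that CaPECs of each vessel had specific expression patterns.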

For CaPECs from vena cava, these genes were *MMRN*, *PLEKH2*, *SLC38A1*, and *LUM*, and for vena porta, these were *MERTK*, *TBX18*, *ZFHX4*, *FLT1*, and *MECOM*. CaPECs originating from the aorta display a distinct expression patterns for *BMPR1B*, *PRDM16*, *PTPRD*, *GJA5*, and *HSPA2*.

**FIGURE 5:**
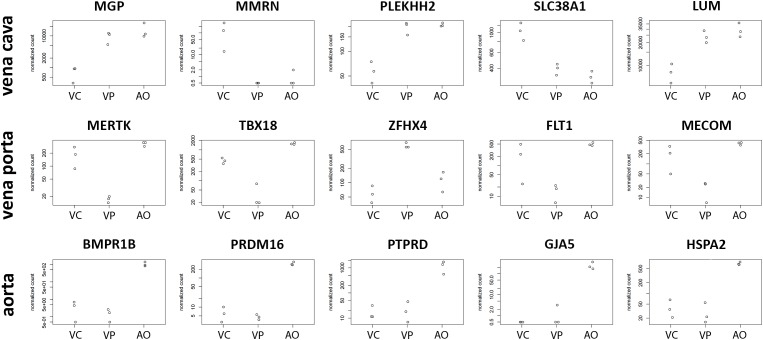
Differentiation markers in ECs from three different vessels. The five most significantly differentially expressed genes in CaPECs originating from the vena cava, vena porta, and aorta. In vena cava, *MGP*, *MMRN*, *PLEKH2*, *SLC38A1*, and *LUM* are specifically expressed, while in cells from the vena porta, *MERTK*, *TBX18*, *ZFHX4*, *FLT1*, and *MECOM* were expressed specifically. In CaPECs from the aorta, a specific expression pattern was found for *BMPR1B*, *PRDM16*, *PTPRD*, *GJA5*, and *HSPA2*. VC = vena cava, VP = vena porta, and AO = aorta.

#### Immunofluorescence Staining

Homogenous membranous staining of endothelial marker cluster of differentiation 31 (CD31) and von Willebrand factor (vWF) were found in CaPECs derived from the aorta, vena cava, and vena porta (Figure 6A,B), whereas VSMCs from the same vessels did not result in any positive staining. Mesenchymal marker alpha-smooth muscle actin (α-SMA) and vascular smooth muscle marker Calponin were stained positive in VSMCs, but not in the CaPECs (Figure 6C,D). Isotype controls did not show any staining (data not shown), indicating the specificity of the primary antibodies.

**FIGURE 6:**
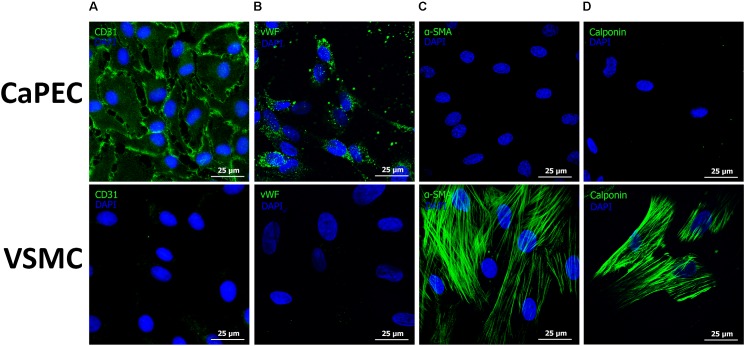
Immunofluorescent staining of markers for endothelial cells and vascular smooth muscle cells. Representative pictures of cells derived from the vena cava are shown. Membranous staining of endothelial cell marker CD31 **(A)** and cytoplasmic staining of vWF **(B)** were observed in CaPECs, while VSMCs did not show any positivity for these markers. Actin filaments were stained positive for both α-SMA **(C)** and Calponin **(D)** in VSMCs, but not in CaPECs.

### Endothelial and Smooth Muscle Cell Functionality

#### 3D Spheroid Assay

Migration ability was studied by embedding the cells into a 3D spheroid model. CaPECs from all used blood vessels demonstrated branching sprouts originating from the spheroid bead; representative images are shown in Figure 7A. The VSMCs were not able to adhere to and distribute on the spheroid nor possessed the sprouting capability as observed in CaPECs. Instead, clustering was seen next to the beads.

**FIGURE 7:**
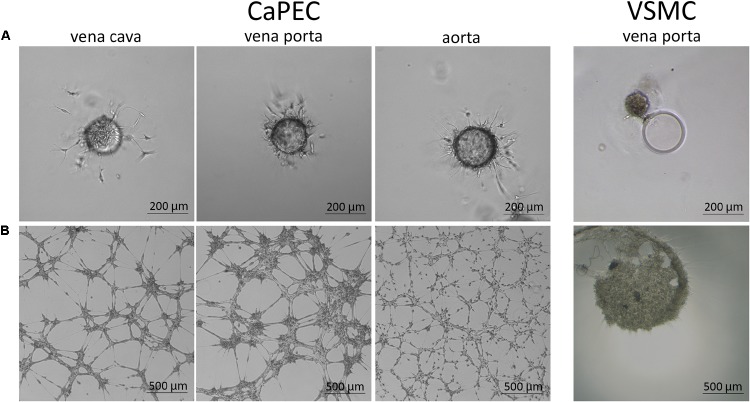
Angiogenic capacity of CaPECs and VSMCs. The functionality of CaPECs was assayed using two different methods. **(A)** 3D spheroid model. CaPECs derived from the vena cava, vena porta, and aorta showed sprouting capacity. VSMCs that were introduced in this assay showed no indication of sprouting capacity and formed a cluster. **(B)** All CaPEC cultures proved their angiogenic capacity in a tube formation assay. Networks of CaPECs originating from veins showed robust networks, whereas networks of arterial-derived endothelial cells appeared finer and more evenly spread. VSMCs originating from the same vessels did not show this network formation property.

#### Tube Formation Assay

All CaPEC cultures showed angiogenic capacity after 6 hours of incubation on IBIDI micro-slides. A morphological difference was observed between CaPECs derived from different vessel types (Figure 7B): angiogenesis in venous-derived CaPECs appeared as a robust network of cells, leaving relatively large areas of the matrix empty; and in contrast, arterial-derived CaPECs formed finer structures. This arteriovenous difference was detected in all three donors. VSMCs, on the other hand, did not show any network formation, and simply clustered together, confirming the functional difference between CaPECs and VSMCs.

#### Contraction Assay

Contractile function of VSMCs was studied in a collagen-based contraction assay. The square area of the discs was normalized to control discs without cells. VSMCs from all derived vessels showed significantly more contraction compared to CaPECs (*P* < 0.01, Figure 8A). A representative image of the discs at the time of measurement is shown in Figure 8B. In addition, in a separate experiment, we showed that ECs were viable on collagen discs and contractibility of the VSMCs was confirmed by adding skin and lung fibroblasts from dogs (Supplementary Figure S1).

**FIGURE 8:**
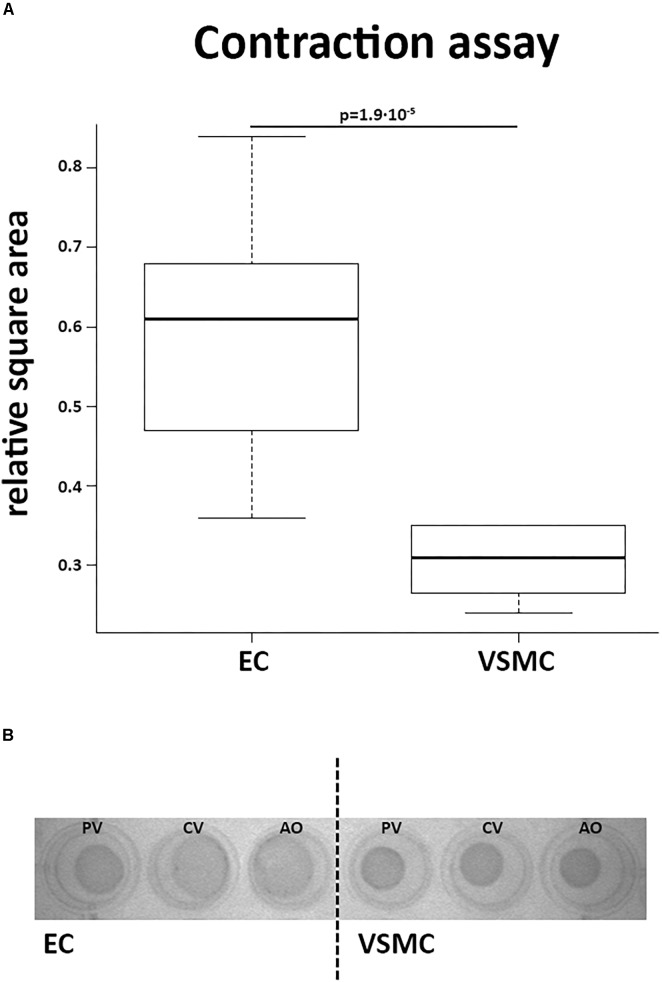
Contractile function of vascular smooth muscle cells. A collagen gel contraction assay revealed contractile function of VSMCs after 48 h of incubation. **(A)** VSMCs introduced into this assay showed more contraction of the collagen discs than CaPECs, determined by calculating the relative square area (*p* = 1.9^∗^10^−5^, non-parametric test). The boxplot depicts the square area per origin in quartiles for the CaPECS (*n* = 12) and the VSMCs (*n* = 12). **(B)** A representative collagen disc of both cell types derived from vena porta (PV), vena cava (CV), and aorta (AO).

## Discussion

The increasing incidence of cardiovascular disorders demands improved *in vitro* research models that better mimic native *in vivo* conditions in human patients. The interaction of ECs with their supporting cells (e.g., VSMCs) is indispensable for (micro)vascular development and ECM composition (Korff et al., 2001; Jain, 2003) and must be considered when translating this to a cell culture model. Indeed, earlier findings have reported the importance of VEGF secreted by VSMCs for the *in vitro* migration ability of HUVECs (Heiss et al., 2015). Unfortunately, these complex interactions are not recapitulated in current HUVEC models. Mouse models too have proven valuable for studying human diseases but are genetically engineered and due to differences in physiology, genetic models might not fully represent naturally occurring disorders caused by patency of embryonal vessels (Segi et al., 1998; Loftin et al., 2001; Eleftheriou et al., 2016). Therefore, it is essential to choose an animal model where cardiovascular diseases naturally occur. Blood vessels in the canine are more similar in size and function to human vessels, and also reduce the need for genetic manipulation (Oosterhoff et al., 2016; van Steenbeek et al., 2016). Additionally, the existing overlap in commonly occurring diseases in both human and dogs such as patent ductus arteriosus and vascular stenosis is of great benefit when cells originating from canine vessels are used in disease modeling (Gittenberger-de Groot et al., 1985; den Toom et al., 2016; Laborda-Vidal et al., 2016; Van den Bossche and van Steenbeek, 2016). The novel vessel inversion technique we describe allowed us to obtain viable CaPECs and VSMCs from vessels as small as 1 cm in length (Oosterhoff et al., 2016). In addition, the isolated cells could be directly cultured, negating the need for FACS sorting. We anticipate that this method can be easily translated to other species.

We describe the isolation and characterization of CaPECs and VSMCs from the same blood vessels (the aorta, vena cava, and vena porta) of three adult dogs and provide a novel comparison of these cell types. As expected, CaPECs and VSMCs differed in morphology, transcriptomic landscape, expression of cell type specific markers, and functionality. More specifically, mRNA expression of several genes differed significantly between CaPECs and VSMCs. The top 10 highest expressed genes of both cell types revealed cell type-specific genes. Besides *TGFBR3* and *CXCL12*, which play a role in response to hypoxia, the list of genes with specific expression in ECs does not display an enrichment for functions clearly correlated with behavior of ECs. The genes specifically expressed in VSMCs are mostly correlated to cytoskeleton composition: TGFB1, COL11A1, NOV, TNC, and TFPI2 are known ECM proteins, TUBA4 is involved in cytoskeleton organization, whereas CGNL1 plays a role in actin filament organization (Ashburner et al., 2000). Further investigation is required to confirm whether these proteins specifically define cell origin.

The presence of the endothelial markers *CXCL12*, *TGFBR3*, *FKBP5*, and *ERRFI1* could be confirmed in other species based prominent expression in publicly available whole transcriptome sequencing data [mouse ECs in GSE114805 (Natarelli et al., 2018) and GSE104530 (Nelson et al., 2018) and HUVECs in GSE76743 (Voellenkle et al., 2016)]. Remarkable is the expression of *TNC* in murine aortic ECs (Natarelli et al., 2018). The fact that TNC is commonly known as ECM component and *TNC* is not expressed in ECs (Radwanska et al., 2017) indicates a possible contamination in the reported study. Furthermore, expression of *TFPI2* found in the human umbilical cord ECs (Voellenkle et al., 2016) is in agreement with previous findings (Beeravolu et al., 2016), whereas expression was not detected in the adult CaPECs. This specific expression in extraembryonic tissue (Udagawa et al., 1998) stresses the additive value of adult ECs in disease modeling. 

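Whether expression differs more between aorta and veins in CaPECs than in VSMCs was tested as the interaction of cell type and vessel type over all 18 samples and 12288 genes. At an adjusted p-value below 0.05 from edgeR's quasi-likelihood test, the difference between aorta and veins was itself different between the cell types in 41 genes. Of the 38 of these genes that were also tested within each cell type, all 38 had the larger absolute log2 fold change in CaPECs. This fit has one dispersion per gene for both cell types although samples varied more in CaPECs, so its direction is not independent evidence. A limma fit with a variance factor for each cell type, common to all genes, was chosen after the data were seen. It called 32 genes at an adjusted p-value below 0.05, 23 of them shared with the 41. In all 28 that were tested within each cell type, edgeR's absolute log2 fold change was larger in CaPECs. With the replicate number as a block, 46 genes had a different effect, 32 of them shared with the 41, and 42 of the 43 tested within each cell type had the larger absolute log2 fold change in CaPECs. Over the 11108 genes tested in both cell types, the median absolute log2 fold change between aorta and veins was 0.27 in CaPECs and 0.18 in VSMCs. The variation between samples was also larger in CaPECs. The biological coefficient of variation was 0.444 against 0.272, and with the block 0.462 against 0.206. These values take both veins as a single group, so they include differences between vena cava and vena porta.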

CaPECs isolated from the aorta or venous vessels displayed behavioral and morphological differences in the spheroid and angiogenesis assays; this arteriovenous differences in expression based on anatomical origin was greater in CaPECs compared to VSMCs. Additionally, principal component analysis revealed a marked difference between CaPECs derived from various anatomical locations, emphasizing the importance of studying endothelial function in representative EC populations.

Isolating ECs and VSMCs and culturing these cells in 2D will have its effect on transcriptome and function compared to cells in their natural environment. Response to loss of mechanical, chemical, and biological cues forces them from a quiescent into a proliferative state which might negatively influence the resemblance to its *in vivo* counterpart. Current advances in single-cell analysis defined transcriptional differences already due to serum (Guo et al., 2016). However, even when adjusting for the effect of serum by replacing it with human supplements, still *in vitro* expansion in itself results in increased transcriptome diversity (Kim et al., 2018). Although the isolation and expansion of CaPECs and canine primary VSMCs in its current state will not completely reflect their *in vivo* physiology, from a fundamental perspective, these cells are potentially very valuable. A limiting factor during this study was the *n*-value of donor tissues. However, gene expression profiles of both arterial- and venous-derived ECs confirm the differences between subtypes observed in previous studies (Aird, 2007; Aranguren et al., 2013). Moreover, we observed a functional difference in angiogenic capacity between ECs from different vessels: refined networks in ECs derived from the aorta and more robust networks when derived from the vena cava and vena porta.

The use of ECs and VSMCs from the same vessel of interest in a co-culture model may provide insight into cell behavior in both healthy and diseased circumstances. In addition, primary cell cultures create new possibilities to study (congenital) cardiovascular diseases, and can be incorporated into 3D *in vitro* bioreactors and microfluidic devices, that better mimic natural vasculogenesis, cell behavior and (dys)function in diseased vessels. For example, cells originating from vessels present after patency of embryonal vessels like the patent ductus arteriosus or patent ductus venosus can be cultured and used for disease modeling research (den Toom et al., 2016; Van den Bossche and van Steenbeek, 2016).

## Author Contributions

The authors all contributed significantly to and carefully read this manuscript. LO performed the experiments and drafted the manuscript. HK and TS performed the isolation of the endothelial cells. MvW, JdG, TV, and FZ performed the experiments. BvB and JF conceived and designed the experiments. MM, NvdD, and NL performed the experiments and conducted bioinformatic analysis. LP drafted and edited the manuscript. BS and FvS together conceived the study, designed the experiments, analyzed the data, and drafted the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

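Gene expression was measured by RNA sequencing in CaPECs and VSMCs from the aorta, vena cava, and vena porta of 3 dogs, 18 samples in all. The condition and number of each sample were taken from the sample labels, and the columns of the table were matched to samples by the column names the labels give. The replicate numbers 1 to 3 come from the sample titles, where each vessel and cell type has the same numbers, and were used as the dog. The paper's text does not say whether a CaPEC and a VSMC sample of the same number come from the same dog.

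The authors aligned the reads to canFam3 with STAR, sorted them with Sambamba, and counted them per gene with HTSeq-count in union mode, and they deposited these counts without normalization. The paper's text does not name the annotation release or the strand setting of the counting. Of the 24580 gene identifiers, 0 matched the gene table at hand (assembly UU_Cfam_GSD_1.0), so no gene symbols or gene lengths were used. For that reason RPKM was replaced by CPM, the genes the paper names were not analysed here, and neither were the gene ontology enrichment and marker panels fixed in advance.

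From the deposited counts, the tests were computed with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, and filterByExpr with a minimum count of 10). CaPECs and VSMCs were compared over all 18 samples at an adjusted p-value below 0.1. Aorta and veins were compared within each cell type at an adjusted p-value below 0.05 and an absolute log2 fold change above 0.4, after the thresholds in the paper's methods, which do not say whether the p-value is adjusted. The interaction of cell type and vessel type and the 3 vessel contrasts in CaPECs used an adjusted p-value below 0.05. All p-values were adjusted by the Benjamini-Hochberg method. DESeq2 1.42.0 was an alternative, as were its size factors, other filters, other thresholds, the replicate number as a block, merged samples, and leaving out each dog. Standard errors of edgeR's log2 fold changes were derived from its F statistic. The principal component analysis and the shares of variance used log2 CPM of the 500 most variable genes, and the shares were tested exactly over all 280 groupings into 3 groups of 3. After the data were seen, they were also tested over the 36 groupings that exchange vessels only within dogs, or dogs only within vessels. The alternatives and the rule for the genes listed by identifier were set before the data were examined, except where another choice is named. The rule took the genes with the smallest p-values in each direction among those past the threshold without overlap between the groups. Without gene symbols, it was reduced to 2 genes in each direction between CaPECs and VSMCs.

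The total count was 6020932 to 15746769 per sample, with a median of 8464427 in CaPECs and 10027682 in VSMCs. A gene at 1 CPM is thus counted with few reads in the smaller samples, and low genes are less precise there.

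The tests were tested on simulated counts in which 200 genes were changed by a log2 fold change of 2. Of these, edgeR recovered 98.0% in the comparison of CaPECs and VSMCs over 11223 genes, 84.0% in the comparison of aorta and veins in CaPECs over 11696 genes, 84.5% in the vena cava contrast over 11696 genes, and 31.0% in the interaction over 12288 genes. Of the genes edgeR called, 2.5%, 4.5%, 2.9%, and 10.1% were not among the changed ones, in the same order. With DESeq2, these shares were 11.5%, 14.7%, 9.6%, and 18.6%. With limma 3.58.1 (voomWithQualityWeights with a variance factor for each cell type), used for the interaction alone, the share was 7.2% and 32.0% were recovered. The simulated counts had the same dispersion in all genes and in both cell types, and no differences between dogs. Genes were called in them at an adjusted p-value below 0.05 without a fold change threshold. The shares hold for that setting only, and they can differ in the real data, where VSMCs differed between dogs.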

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

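The tests of library size and of other splits of the samples in this part were chosen before their results were seen. The number of splits for the interaction was raised to 100 after a smaller set had been seen. In 44 groups of samples, the highest and lowest sample was compared with the others by Dixon's test, over library measures, principal components, and the genes selected by the rule set in advance. A sample lay far from the others in 3 groups, where 2.2 are expected by chance. ENSCAFG00000003979 was at 219.9 normalized CPM in CaPECs from vena porta 1, against 122.8 in the next highest CaPEC sample. ENSCAFG00000001091 was at 2.89 in CaPECs from aorta 2, against 1.46 in the next highest, and at 635.4 in VSMCs from vena cava 1, against 401.2 in the next highest. None of the 3 values removes the separation between the cell types in these genes. With 3 such values among 44 groups, no explanation beyond chance was tested.

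The difference between aorta and veins was different in CaPECs and VSMCs in 41 genes. This was the largest number among 100 groupings in which 1 sample of each dog and cell type was drawn as the aorta sample. The highest number in the others was 33, and 1 of the 100, the real grouping, reached 41. After all libraries were thinned to the smallest total count, 37 genes were past the threshold, so library size does not account for the count. DESeq2 called 218 genes. The direction toward CaPECs among the genes called is not independent evidence. The variation between samples was larger in CaPECs (0.444 against 0.272), and the fit had a single dispersion per gene for both cell types. That variation includes differences between vena cava and vena porta, which formed a single group in the fit. With limma and a variance factor for each cell type, chosen after seeing the data, 32 genes were called. Of these, 28 were tested within each cell type, and all 28 had the larger absolute log2 fold change in CaPECs. That fit scales each gene's variance by a factor for the cell type that is common to all genes, and the fold changes compared were edgeR's. The variation between samples was still larger in CaPECs. In simulated counts without differences between dogs, 10.1% of the genes called in this interaction were false and 31.0% of the changed genes were recovered. A shift shared by all samples of a cell type cancels in this test. The paper describes different culture media for CaPECs and VSMCs, and whether the medium changes the difference between vessels was not tested. The labels name no library batch.

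Genes also differed between dogs within VSMCs, which the paper does not report. With the vessel in the model, 740 of 11484 genes differed between the dogs at an adjusted p-value below 0.05. Among the 36 ways to assign the dog numbers within each vessel, 1, the real one, gave as many, and the highest number in the others was 163. After thinning all libraries to the smallest total count the number was 715, and without the 10 genes with the most counts it was 740. In CaPECs, 0 genes differed between dogs and 373 of 11696 had an unadjusted p-value below 0.05, and whether the cell types differ in this was not tested. Library size does not account for the differences between VSMC dogs. The normalization already discounts a few dominant genes, so removing them could hardly change the count and leaves that explanation open. The column names give the VSMC samples of each number an identifier of their own, so the dog cannot be told apart from a cell isolate. The labels name no batch of library preparation, and no biological explanation was tested.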

How the results depend on the processing

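The test of the replicate block as the reason for the order of the CaPEC and VSMC counts was chosen after that order was seen, as were the groupings within dogs or within vessels, and the other tests in this part were chosen before. The splits for the single vessels were redrawn once after their first counts were seen, because mirrored splits had been counted. The comparison of CaPECs and VSMCs stayed within 1.5 times its count of 5646 genes under all alternatives tried, from 4018 to 6733 genes, and from 4192 to 4729 across the 3 fits that each left out one dog. Among 100 splits of the 18 samples that kept 3 of the 6 samples of each number on each side, 1, the real one, gave as many genes, and the highest other count was 4379. With all libraries thinned to the smallest total, 5360 genes were called. The 66 genes common to the most-expressed lists changed to 64 to 67 with a dog left out and to 66 with medians. With other transformations, among them DESeq2's regularized log transformation, chosen after seeing the data, the shares of variance stayed on the same side of p = 0.05 in the exact permutation test over 280 groupings. The vessel share was 44.1% to 54.5% in CaPECs and 30.7% to 34.8% in VSMCs, and the dog share 11.6% to 17.2% and 40.2% to 49.8%. The choice of groupings changed the side for the vessel in both cell types. Within dogs, the share of 52.5% in CaPECs was reached by 2 of 36 groupings (exact permutation p = 0.056, against 0.0071 over all groupings), and the share of 31.9% in VSMCs by 1 of 36 (exact permutation p = 0.028, against 0.175). A weaker vessel grouping in VSMCs than in CaPECs therefore does not follow from these p-values. For the dog, groupings within vessels gave an exact permutation p of 0.889 in CaPECs and 0.028 in VSMCs. The first principal component over all samples moved from 61.9% to 47.0% with all genes and to 57.9% with a prior count of 0.5, and lay between 60.2% and 67.5% with a dog left out. Within CaPECs it lay between 42.2% and 55.5% and within VSMCs between 35.5% and 53.7% with a dog left out.

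The number of genes between aorta and veins depended on the processing in both cell types. In CaPECs, the 105 genes became 508 with DESeq2, 1477 with an unadjusted p-value, 258 at an adjusted p-value below 0.1, 182 in the model with 3 vessel groups, 527 in a fit to all 18 samples, 263 with the veins averaged per dog, 255 against the vena porta alone, 57 against the vena cava alone, and 47 with the replicate block. In VSMCs, the 12 genes became 305, 1019, 65, 53, 0, 26, 2, 73, and 144 in the same order, and 24 without a filter on low counts. In the fit that gave 0, 903 genes had an unadjusted p-value below 0.05. DESeq2 with the replicate block, chosen after seeing the data, called 513 genes in CaPECs and 535 in VSMCs. With a dog left out, the counts ranged from 2 to 7 in CaPECs, and in VSMCs were 0 in all 3 fits, with 789 to 1368 genes at an unadjusted p-value below 0.05. In CaPECs and in VSMCs alike, 1 of the 27 splits that take one sample of each dog as the aorta sample, the real one, gave as many genes, without the block and with it. The highest other count in CaPECs was 0 without the block and 1 with it, and in VSMCs 4 and 25.

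edgeR's test of the aorta against both veins gave more genes in CaPECs than in VSMCs (105 against 12). Of the 15 alternatives to it set before the data were examined, 13 did so too, and 2, the replicate block and the vena cava alone, gave more in VSMCs. In 4 of the 13, the VSMC count was 0, with 2 to 7 genes in CaPECs when a dog was left out and 527 in the fit to all 18 samples. DESeq2 with the replicate block also gave more in VSMCs. For each vessel against the others, edgeR without the block gave fewer genes in VSMCs than in CaPECs. The aorta counts, 53 against 182, are those of the model with 3 vessel groups, already among the 15. Outside the 15, the counts were 10 against 11 for the vena cava and 2 against 10 for the vena porta. DESeq2 without the block also gave fewer genes in VSMCs for the aorta (361 against 668), the vena cava (218 against 616), and the vena porta (65 against 324). In contrast, edgeR with the replicate block gave more genes in VSMCs for each vessel against the others at an adjusted p-value below 0.05, with 426 against 73 for the aorta, 251 against 0 for the vena cava, and 59 against 0 for the vena porta. DESeq2 with the block gave 692 against 670 for the aorta, but fewer genes in VSMCs for the vena cava (489 against 553) and the vena porta (189 against 387). Same-numbered samples deviated together in VSMCs (mean correlation 0.32) but not in CaPECs (mean correlation -0.022). The ratio of the CaPEC to the VSMC count was 6.2 after thinning all libraries to the smallest total and 0.326 with the block, both with edgeR. With the block, the coefficient of variation fell from 0.272 to 0.206 in VSMCs and rose from 0.444 to 0.462 in CaPECs. For the aorta against both veins, the block reversed the order with edgeR and with DESeq2, and the choice of test did not change it. Without the block, edgeR's order varied with the vein compared. The test changed the order for each vein against the other vessels with the block. No one of these sets the order in every comparison. Against 41, the interaction gave 46 genes with the block, 218 with DESeq2, and 256 with DESeq2 and the block. It gave 32 with limma and a variance factor for each cell type, and 1 to 4 with a dog left out. DESeq2 with the block and limma were chosen after seeing the data.

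For the single vessels in CaPECs, the 182 genes of the aorta became 668 with DESeq2, 73 with the replicate block, and 670 with DESeq2 and the block, and 1 to 204 with a dog left out. The 11 genes of the vena cava became 616 with DESeq2, 27 without a filter, 26 with at least 10 counts in every sample, 553 with DESeq2 and the block, and 0 with the block in edgeR (1725 at an unadjusted p-value below 0.05), and 0 to 852 with a dog left out. The 10 genes of the vena porta became 324 with DESeq2, 387 with DESeq2 and the block, and 0 with the block in edgeR (989 at an unadjusted p-value below 0.05), and 0 to 288 with a dog left out. Of 100 of the 108 splits into vessel groups with one sample of each dog, 2 gave as many genes as the aorta (the other gave 265), 7 as many as the vena cava, and 7 as many as the vena porta, the real ones included. In the split with 265 genes, the group held 2 or 3 of the aorta samples. It also did in 4 of the others for the vena cava and 3 for the vena porta. Such splits carry part of the aorta difference, so whether the counts for the veins exceed those of splits free of it was not settled. Apart from the effect of the block on the order of edgeR's counts for aorta against both veins, the cause of these changes was not tested.

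The marker panels, the genes the paper names, and RPKM were not run, since the gene identifiers could not be paired with symbols or lengths. The depth of 6020932 to 15746769 counts limits the genes with low expression. Between aorta and veins, 3 samples against 6 recovered 84.0% of the genes changed by a log2 fold change of 2 in simulated counts. The interaction recovered 31.0%, and the simulated counts had no differences between dogs.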

Differences from the paper's values

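The number of genes that differed between CaPECs and VSMCs at an adjusted p-value below 0.1 was 5646, against the paper's 1936. None of the alternatives set before the data were examined closed the gap, and the nearest was 4018 genes with an adjusted p-value below 0.05 and an absolute log2 fold change above 0.4. DESeq2 gave 6355.

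Between aortic and venous CaPECs, 105 genes were called, against the paper's 508. DESeq2's Wald test, which the paper's methods name, gave 508 with the adjusted p-value, and log2 fold changes from -7.07 to 9.53. The number and both ends of the range match the paper's, which argues for DESeq2 with an adjusted p-value in this comparison. In VSMCs the same test did not give the paper's number. The fit to all 18 samples, with a single dispersion per gene for both cell types, gave 527. DESeq2 with the replicate block, chosen after seeing the values, gave 513. The other alternatives set before the data were examined did not come within 1.5 times the paper's number. The lowest log2 fold change among the genes called was -4.93, against the paper's -7.1. It was -7.07 with DESeq2, -7.81 with an unadjusted p-value, -7.20 at an adjusted p-value below 0.1, -7.19 in the fit to all 18 samples, -6.90 with the veins averaged per dog, and -8.22 against the vena porta alone, each within its standard error of the paper's value, and the other alternatives set before the data were examined did not reach it.

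Between aortic and venous VSMCs, 12 genes were called, against the paper's 137. With the replicate block, 144 genes were called, and no other alternative set before the data were examined came within 1.5 times the paper's number. DESeq2 gave 305. The lowest log2 fold change was -4.63, against the paper's -1.7, and none of the alternatives set before the data were examined closed the gap when that value is read as the extreme. The paper writes of maximum changes beyond its values, which can also be read as bounds. The value of -4.63 lies beyond the bound, and the highest log2 fold change of 2.64 does not lie beyond the paper's 2.9. The highest value lay beyond 2.9 with the replicate block (4.79), DESeq2 (7.13), and the vena cava alone (4.45). It also did with no filter, an adjusted p-value below 0.1, and an unadjusted p-value (4.74 each). It stayed below with the 3 vessel groups (2.65), DESeq2's size factors (2.65), and at least 10 counts in every sample (2.09). The vena porta alone (1.83) and the veins averaged per dog (2.69) also stayed below.

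In the principal component analysis of all samples, the second component held 10.3% of the variance, against about 17% in Fig. 2A, read by eye. With DESeq2's variance stabilizing transformation it held 11.8%, with all genes 11.9%, and with dog 3 left out 11.4%, each within 1.5 times the paper's value, as was the share with dog 2 left out. A prior count of 0.5 (11.1%) and leaving out dog 1 (9.19%) did not close the gap. DESeq2's regularized log transformation, chosen after seeing the data, gave 17.1%.

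The paper gives larger p-values for the 20 genes it lists as most significant. The 20 smallest p-values here ranged from 1.04e-16 to 1.48e-11. The paper describes a specific pattern for each vein in CaPECs, where 11 genes differed in the vena cava and 10 in the vena porta, and 0 in each with the replicate block in edgeR, with 1725 and 989 genes at an unadjusted p-value below 0.05. DESeq2 gave 616 and 324 genes, and with the block, chosen after seeing the values, 553 and 387.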

Other observations

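The tests in this part were chosen after the results they bear on were seen. The paper describes its CaPEC and VSMC genes as found with DESeq2. The exact rank-sum p-value of a complete separation of 9 from 9 samples is 4.11e-05, and its normal approximation is 0.000412, and these are the ends of the p-value range the paper states for its 20 genes. A rank-sum test on fully separated genes is therefore a candidate source of that range. This was computed from the sample sizes alone, and the genes themselves were not analysed here.

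CaPECs from vena cava 2 lay with the vena porta samples in the principal component analysis, apart from vena cava 1 and 3. On the axis from the mean vena porta (0%) to the mean vena cava (100%) of the other dogs, over 11696 genes, vena cava 2 stood at 14.3% and vena porta 2 at 25.5%. The corresponding positions were 120.3% and 11.9% for dog 1 and 105.6% and 38.8% for dog 3. Exchanged labels between the veins of dog 2 would place vena porta 2 near the vena cava, which was not seen. Vena porta 2 did lie closer to the vena cava than vena cava 2. The only grouping with a larger share of variance in CaPECs than the vessels was this exchange, with 53.1% against 52.5%. The exchange is therefore not excluded, and no other explanation was tested. The pattern bears on the counts for single vessels, since leaving out dog 2 raised the vena cava count from 11 to 852.

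The numbers of CaPEC and VSMC samples may not refer to the same dogs. Among 11 genes in which the 3 samples of one dog lay above, or lay below, all 6 others by more than 0.5 on the log2 scale in both cell types, 0 carried the same number in both. The best of the 6 ways to match the numbers paired CaPEC 1, 2, and 3 with VSMC 3, 1, and 2 and held 10 of the 11 genes (permutation p = 0.0061 over 100000 permutations). With gaps of 0.25 and 1, the same matching held 13 of 15 genes (permutation p = 0.00017) and 6 of 6 (permutation p = 0.067). The genes were at first only those in which a dog lay above the others, where at gaps of 0.25, 0.5, and 1 the same matching held 6 of 7, 5 of 5, and 4 of 4 genes (permutation p = 0.029, 0.2, and 0.249), and the genes lying below were added after these values were seen. At the gap of 0.25, 1 gene carried the same number under each definition. The result depends on the definition of the genes, genes are not independent of each other, and the matching was found in the same data, so the numbers were left as labelled. The column names of the deposited table carry numbers for CaPECs that differ from those for VSMCs and do not link them. The replicate block in the comparison of CaPECs with VSMCs and in the interaction, the fits to both cell types that left out a dog, and the splits of both cell types that kept 3 of the 6 samples of each number all rest on this unverified match. Comparisons within a cell type do not.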
